A study of Rattus norvegicus with 8 samples. Its data were reported in "Collagen denaturation in post-run Achilles tendons and Achilles tendinopathy: In vivo mechanophysiology and magnetic resonance imaging" (2024).

How the data were processed

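RNA was sequenced from the Achilles tendons of 8 rats, 4 killed immediately after 1 h of treadmill running (0 h p.r., post-run) and 4 naïve controls (NC) that did not run. Each library was placed in its group and given its replicate number from the sample titles. The deposited table had a column of FPKM values (fragments per kilobase of transcript, scaled to the mapped fragments) for each of the 8 libraries and no other column of values per sample.

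According to the methods of the study, the authors captured polyadenylated RNA, prepared stranded libraries, aligned the reads with HISAT2 to the rat genome build Rnor_6.0 and counted reads per gene with featureCounts. The deposited FPKM values came from those counts and the gene lengths. In the files these values were also scaled between libraries, since the median ratio of a library to the gene means lay between 0.999 and 1.01 while the FPKM of a library summed to 554130 to 900138. The deposited log2 fold changes and p-values were the authors' own, obtained with DESeq2, and were used only for comparison. The table held 15590 genes of 19 gene types, of which 14606 were protein-coding, with Ensembl identifiers and gene symbols but no positions. No genome of that build was used here, so no coordinates are given.

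Because FPKM values are not counts, whole reads were recovered for each gene from the steps between its values in the 8 libraries. This gave whole numbers for 15589 of 15590 genes (99.99%), and 99.7% of 2998 simulated genes were recovered exactly. The recovered reads per library, counted over the listed genes, served as the depth and ranged from 10660131 to 17464752. The median gene had 218 recovered reads per library, and 3.63% of the values were at or under a floor of 3 reads. Where all 4 libraries of a group lay at or under that floor, the fold was computed against the floor and is a lower bound. These floors cover counting error only.

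Genes with an FPKM of at least 0.5 in at least 4 of the 8 libraries were tested, which kept 13863 genes and left out 1727. The values were transformed to log2(FPKM + 0.5) and the 2 groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend), two-sided, without a covariate, with Benjamini-Hochberg adjustment over the tested genes. A gene passed both thresholds at an adjusted p under 0.05 and a fold change of at least 2. Fold changes are on the log2(FPKM + 0.5) scale, which understates the change of genes with low values. The design assumed this test for a table of FPKM values, and the count models of DESeq2 and edgeR were not run. On simulated reads with 200 genes changed by a fold of 4, the same fit ran on 13921 genes. It called 95.4% of the 194 changed genes that were tested, and 6.09% of its calls were unchanged genes. The simulated genes all had the same dispersion and varied independently of each other. In the real libraries the members of some lists varied together, so these rates may not hold for them.

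The gene lists and the rule for naming genes were fixed before the data were examined. Genes that the study names in its text made up 4 lists, on extracellular matrix, inflammation, other functions and proteins stained in sections. Further lists were matrix proteases, tendon matrix, immediate-early genes, heat shock, hypoxia targets, glucocorticoid targets, and clock genes of the Arntl phase and of the Dbp phase. The rest were markers of skeletal muscle, adipocytes, bone, cartilage, erythroid cells, neutrophils, macrophages, endothelium and Schwann cells. The 21 lists were tested with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. The mean of the log2 values over a list was also compared between the groups by an exact permutation test over the 70 assignments of the libraries, whose smallest two-sided p is 0.0286, in Python 3.11.15 with numpy 2.4.6.

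The genes named in the text were those of the lists taken from the study and the members of each list with the largest change. Added were the 5 largest rises and 5 largest falls past both thresholds, among genes with a symbol and groups that did not overlap. Ndufa1 was chosen after its values were seen. Alternatives comprised other pseudocounts (0.1 and 1), no filter or a mean FPKM of at least 2, quantile and median-ratio scaling, the replicate number as a block, array weights, leaving out each library in turn, the adjusted p alone, a test against a fold of 1.5, protein-coding genes only, and fry or an estimated correlation for the lists. A fit of limma's voom to the recovered reads was added after the data were seen.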

Results

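To describe the transcriptional response of the Achilles tendon to running, polyadenylated RNA from the tendons of 8 rats was compared between 4 libraries taken immediately after 1 h of treadmill running (0 h p.r.) and 4 libraries of naïve controls (NC). The NC libraries held 15885368, 10660131, 13376335 and 12766979 recovered reads in the listed genes. The 0 h p.r. libraries held 14636662, 17044547, 12735596 and 17464752. The 13 mitochondrial protein-coding genes took 31.1% of the FPKM in NC replicate 2 and between 16.3% and 21.9% in the other 7 libraries.

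Agreement among the libraries was examined first, over the 13863 tested genes. Pearson's r of the log2 values averaged 0.963 within NC and 0.954 within 0 h p.r., against 0.940 between the groups. These correlations are across genes, which are not independent replicates. The lowest r within NC was 0.951 and the lowest within 0 h p.r. was 0.921, so some libraries of a group differed as much as libraries of different groups, where r reached 0.958. The first principal component held 36.3% of the variance and the second held 22.1%. All NC libraries had lower scores on the first component (-41.7 to -14.8) than the 0 h p.r. libraries, among which replicate 4 lay nearest to NC at -3.05 and the other 3 lay between 24.4 and 42.8. No pair of libraries within a group was a near copy, since the lowest chi-square per gene of the recovered reads was 29.5 over 12 pairs.

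The main comparison asked which genes differ between tendons after running and at rest. In limma, 374 of the 13863 tested genes passed both thresholds, of which 250 were higher and 124 were lower in 0 h p.r. At any fold, 793 genes had an adjusted p under 0.05. Among protein-coding genes, 235 were higher and 120 were lower. The values of the groups did not overlap for 371 of the 374 genes, and for 15.6% of the tested genes, where chance gives 2.86%. The adjusted p alone moved the count by the most genes, to these 793, and the test against a fold of 1.5 by the largest ratio, to 60. The count also rested on single libraries. It was 195 without 0 h p.r. replicate 2, 201 without 0 h p.r. replicate 3, 217 without NC replicate 1 and 516 without 0 h p.r. replicate 4.

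**Figure D1:**
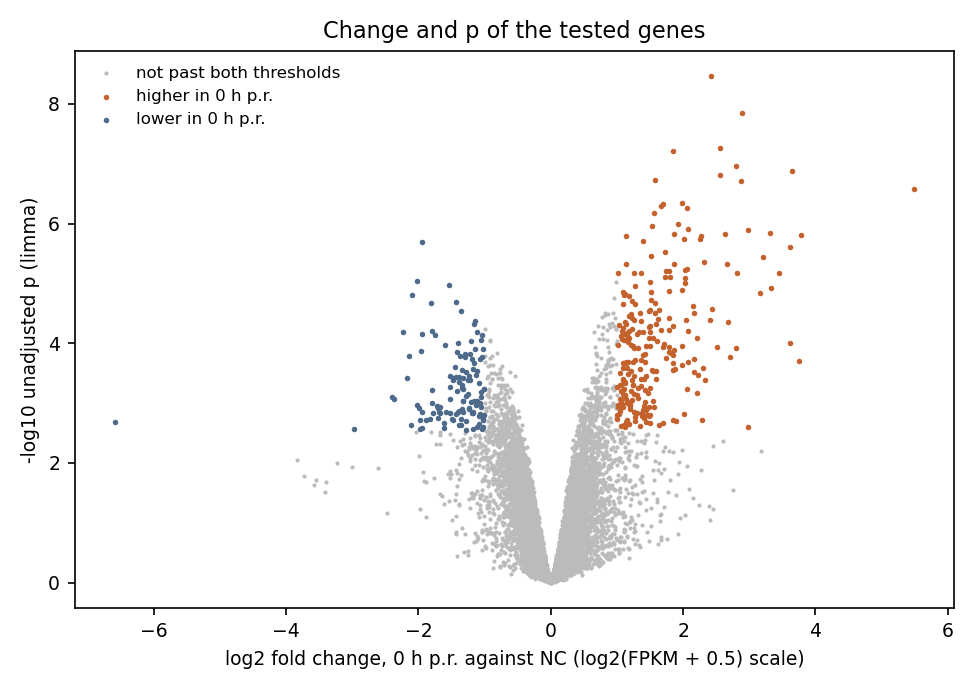
Each point is a tested gene, with its log2 fold change of 0 h p.r. against NC on the x axis and -log10 of the unadjusted limma p on the y axis. The 250 genes higher and 124 genes lower past both thresholds are coloured, and Il6 lies farthest to the right at 5.49.

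In the authors' deposited table, 669 genes passed the same thresholds, 381 higher and 288 lower, and 366 of them also passed both thresholds in limma, in the same direction. Of the remainder, 66 were under the FPKM filter, 180 had a limma adjusted p of 0.05 or more and 57 had an adjusted p under 0.05 with a fold under 2. Another 8 genes passed in limma alone. The log2 fold changes of limma and of the authors' deposited table had a Pearson's r of 0.960 across the tested genes.

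The genes with the largest changes were named among those with groups that did not overlap. In the listed values each of the following rises and falls therefore held in 4 of 4 libraries. The largest rise was that of Il6 (ENSRNOG00000010278), an inflammatory cytokine. Its FPKM was 0.138 ± 0.142 in NC and 31.3 ± 14.3 in 0 h p.r. (SD, n = 4), a log2 fold change of 5.49 with a standard error of 0.41 and a limma adjusted p of 0.000360. The NC libraries held between 0 and 5 recovered reads of Il6, so the NC level was close to the floor. Hspa1b (ENSRNOG00000050647), which encodes a heat shock protein, rose from 13.3 ± 6.24 to 172 ± 29.0 FPKM (log2 fold change 3.78, SE 0.35, limma adjusted p 0.000886). This value is uncertain, since Hspa1b has a near-identical neighbour, Hspa1a, that was not analysed here and that can share its reads. The microRNA gene Mir207 (ENSRNOG00000035596) was listed at 0 in the 4 NC libraries and had 1, 22, 10 and 11 recovered reads in 0 h p.r. It was at least 3.05-fold higher (limma adjusted p 0.0130). The 1 read of replicate 1 is under the floor of 3 reads, so that library cannot be told apart from NC. The libraries held polyadenylated RNA, and whether these reads came from the microRNA itself was not tested. The chemokine gene Ccl7 (ENSRNOG00000000239) rose from 2.08 ± 0.777 to 31.4 ± 7.58 FPKM (log2 fold change 3.64, SE 0.25, limma adjusted p 0.000299). The hyaluronan synthase gene Has1 (ENSRNOG00000010994) rose from 4.84 ± 4.63 to 54.2 ± 23.7 FPKM (log2 fold change 3.61, SE 0.55, limma adjusted p 0.00856).

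Among the falls, the microRNA gene AABR07000402.1 (ENSRNOG00000055836) had FPKM values of 58.5, 1914, 184 and 4.11 in NC and between 0 and 2.25 in 0 h p.r. It was at least 134-fold lower, a bound set mostly by the value of NC replicate 2. Whether its reads came from the microRNA itself was not tested. The groups were apart by few reads, since NC replicate 4 had 3 recovered reads and 0 h p.r. replicate 2 had 2. Its limma adjusted p of 0.0433 was over 0.05 in 6 of the 8 fits that each left out a library (0.0126 to 0.114, and 0.0587 without NC replicate 2). The lincRNA gene AABR07010868.1 (ENSRNOG00000052016) fell from 18.3 ± 10.7 to 2.68 ± 2.81 FPKM, with a limma adjusted p of 0.0491 that was over 0.05 in 7 of the 8 fits that each left out a library (0.0314 to 0.107). The fat cell markers Cidec and Lep and the melanocortin receptor gene Mc2r followed. Cidec (ENSRNOG00000009153) fell from 152 ± 88.3 to 29.0 ± 16.1 FPKM (log2 fold change -2.41, SE 0.49, limma adjusted p 0.0270). Lep (ENSRNOG00000045797) fell from 53.3 ± 21.8 to 11.6 ± 9.10 FPKM (log2 fold change -2.37, SE 0.49, limma adjusted p 0.0286), and Mc2r (ENSRNOG00000016681) fell from 15.5 ± 6.89 to 2.82 ± 0.918 FPKM (log2 fold change -2.23, SE 0.32, limma adjusted p 0.00698). In the fits that each left out a library, the adjusted p of Cidec was over 0.05 in 4 of 8 (up to 0.0785 without 0 h p.r. replicate 2) and that of Lep in 6 of 8 (up to 0.0857 without NC replicate 1), while that of Mc2r ranged from 0.00883 to 0.0258.

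The next comparison concerned 28 genes that the study names in its text, of which 27 had a row and 23 were tested. The paper also names Mmp2, Mmp14 and Mmp19, with respect to human tendinopathy, and these were not among the 28. Past both thresholds were 12 of the 23 genes. Adjusted over the list alone, 21 of the 23 had an adjusted p under 0.05, which is not independent evidence because the study chose most of them on these libraries. Leaving out single libraries moved the count most, from 8 to 14. In the authors' deposited table, 17 of the 27 genes passed both thresholds and 10 had an adjusted p of 0.05 or more.

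Of the genes for extracellular matrix, Adamts1 rose from 15.2 ± 9.95 to 127 ± 33.8 FPKM (SD, n = 4, log2 fold change 3.15, limma adjusted p 0.00329) and Adamts4 rose from 5.17 ± 1.28 to 31.6 ± 14.2 FPKM (log2 fold change 2.40, limma adjusted p 0.00599). The protease inhibitor gene Timp1 rose from 79.2 ± 19.4 to 184 ± 50.01 FPKM, by 1.20 on the log2 scale, with a limma adjusted p of 0.0320 that was over 0.05 in 5 of the 8 fits that left out a library (up to 0.104 without 0 h p.r. replicate 2). For these 3 genes all 4 libraries of 0 h p.r. lay above NC. Acan, which encodes aggrecan, rose from 15.8 ± 11.4 to 63.5 ± 46.3 FPKM and did not pass (limma adjusted p 0.0998). In the authors' deposited table its adjusted p was 0.0596. Mmp13, a collagenase gene, was under the filter, with 0.273 ± 0.198 FPKM in NC and 1.01 ± 0.834 in 0 h p.r. In the fit without the filter its limma adjusted p was 0.305, and 0 h p.r. replicate 1 lay at 0.116, below 3 of the NC libraries.

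All 9 tested genes of the inflammation list were higher in 0 h p.r., and 7 passed both thresholds. Besides Il6 and Ccl7, these were Il1b (log2 fold change 2.64, limma adjusted p 0.000886), Cxcl1 (3.31, adjusted p 0.000886), Ccl2 (3.33, adjusted p 0.00294), Cxcl2 (2.22, adjusted p 0.0178) and Ccl17, each higher in 4 of 4 libraries than in any NC library. Without NC replicate 3 or 0 h p.r. replicate 1, Cxcl2 no longer passed (adjusted p 0.0501 and 0.0502). The NC libraries of Ccl17 held 0 to 2 recovered reads, and the gene was at least 4.205-fold higher in 0 h p.r. (limma adjusted p 0.0374). This call did not hold in 6 of the 8 fits that left out a library (up to 0.111 without 0 h p.r. replicate 2). Ptgs2 rose by 0.92 on the log2 scale without passing (limma adjusted p 0.0709), and passed without 0 h p.r. replicate 1 (0.0294). Alox12 did not pass either (log2 fold change 1.04, limma adjusted p 0.211). In the authors' deposited table Ptgs2 passed (log2 fold change 1.66, DESeq2 adjusted p 0.00171) and Alox12 did not (0.147). The mean FPKM of Ptgs2 was 0.386 in NC and 1.23 in 0 h p.r., a ratio of 3.18. At such levels the pseudocount lowers the limma fold. Nos1 was under the filter, with 0.305 ± 0.191 FPKM in NC and 0.910 ± 0.727 in 0 h p.r., and its adjusted p in the limma fit without the filter was 0.336.

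The remaining genes of these 28 moved less firmly. Grem1 rose from 1.93 ± 2.13 to 17.8 ± 16.2 FPKM in 4 of 4 libraries above NC (log2 fold change 2.98, limma adjusted p 0.0471), a call that held only without NC replicate 3 in the 8 fits that left out a library (0.0364 to 0.128). Fmo6 fell by 1.62 on the log2 scale with groups that overlapped (limma adjusted p 0.0482), a call lost in 6 of these 8 fits (up to 0.134 without NC replicate 1). Fmo1, Fmo2 and Fmo4 fell by 1.36, 1.38 and 0.82 on the log2 scale, with limma adjusted p of 0.0856, 0.0963 and 0.0905, and passed without 0 h p.r. replicate 4 (0.0481, 0.0495 and 0.0262). Trpv4 rose by 1.18 and Bmp2 by 1.11 without passing (limma adjusted p 0.0882 and 0.0612). In the authors' deposited table Fmo1, Fmo2, Trpv4 and Bmp2 passed both thresholds (DESeq2 adjusted p 0.00663, 0.0122, 0.0256 and 0.00595). Fmo4 did not pass there (0.0529). Bglap ranged from 0.154 to 18.2 FPKM within 0 h p.r. and did not pass (limma adjusted p 0.226). Sost was under the filter with 0 or 1 recovered reads per NC library, at least 1.95-fold higher in 0 h p.r., and had an adjusted p of 0.132 in the limma fit without the filter. For the proteins stained in sections, Acta2 RNA rose by 0.44 on the log2 scale without passing (limma adjusted p 0.207). Tnmd had a limma adjusted p of 0.768. Mmp9 was under the filter with a mean of at most 0.205 FPKM in either group, and Mmp1 was not analysed here. The stains of the paper measured protein and not RNA. They showed more α-smooth muscle actin from 0 h p.r. on, while MMP1, MMP9 and MMP13 stayed at the level before running at 0 h p.r.

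**Figure D2:**
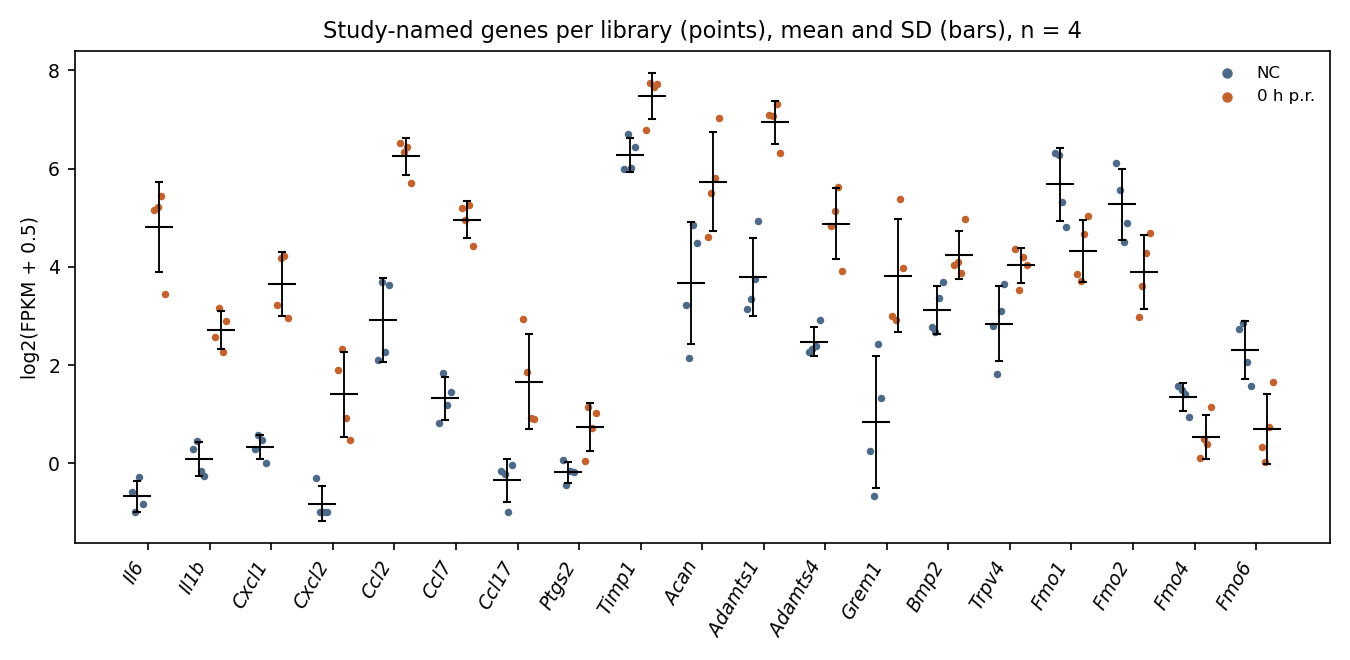
The log2(FPKM + 0.5) of genes named by the study is shown per library (points, NC and 0 h p.r.) with the mean and SD of 4 libraries (bars). The groups are apart for Il6, Il1b, Cxcl1, Ccl2, Ccl7, Adamts1 and Adamts4 and overlap for Acan, Fmo1 and Fmo2.

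The preset lists asked whether sets of genes moved together. In camera, 9 of 21 lists had an adjusted p under 0.05, and 8 under fry. With an estimated correlation, which moved the count most, 3 lists passed, those of inflammation, immediate-early genes and hypoxia targets. In 11 of the 35 splits of the 8 libraries into groups of 4, the real one included, camera passed as many lists. The exact permutation test of the list means gave its smallest p of 0.0286 for 9 lists, and no list had an adjusted p under 0.05 by that test (smallest 0.0667).

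The 21 immediate-early genes, which respond to a stimulus within minutes to hours, were all higher in 0 h p.r., with a median log2 change of 1.87 (camera adjusted p 3.73e-25, 4 of 4 libraries above all NC libraries). Past both thresholds were 17 of them, led by Nr4a3 (log2 fold change 3.61, limma adjusted p 0.00114) and Nr4a1 (3.45, adjusted p 0.00205). Fosb rose by 3.18 and did not pass (limma adjusted p 0.0735), since NC replicate 3 lay at 29.7 FPKM against 0.648 to 4.31 in the other NC libraries, and it passed without that library (0.0106). Heat shock genes rose by a median of 0.87 (camera adjusted p 8.60e-08), led after Hspa1b by Hsph1 (log2 fold change 2.03) and Bag3 (1.73). Hypoxia targets rose by a median of 0.75 (camera adjusted p 2.92e-05), led by Slc2a1 (1.73), Hk2 (1.69) and Car9 (1.43), of which Hk2 and Car9 no longer passed in 7 and 5 of the 8 fits that left out a library (up to 0.121 and 0.0983, both without 0 h p.r. replicate 2). The inflammation list rose by a median of 2.64 (camera adjusted p 3.70e-12) and the extracellular matrix list of the study by 2.23 (2.92e-05). The study's list of other functions (median 0.15, camera adjusted p 0.943) and its stained proteins (0.08, 0.669) did not pass.

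Genes of the tendon matrix did not move as a set (median log2 change 0.11, camera adjusted p 0.404), and none of the 19 passed both thresholds. The largest changes among them were those of Dcn (0.68), Comp (0.67) and Tnc (0.53). Matrix proteases did not pass in camera either (median 0.03, adjusted p 0.221), although Timp1, Adamts1 and Adamts4 of the 13 tested members passed singly and the list mean was higher in all 4 libraries of 0 h p.r. than in NC. Without 0 h p.r. replicate 3 the protease list passed (median 0.21, adjusted p 0.0410), and without 0 h p.r. replicate 2 its median was -0.087. Glucocorticoid targets had a median of -0.06 (camera adjusted p 0.316), with members on both sides. Mt2A (243 ± 130 to 647 ± 181 FPKM, SD, n = 4), Errfi1 (log2 fold change 1.32) and Cdkn1a (1.11) rose past both thresholds, with limma adjusted p of 0.0440, 0.0278 and 0.0233. These calls were lost in 6, 5 and 4 of the 8 fits that each left out a library (up to 0.130, 0.0947 and 0.0839, all without 0 h p.r. replicate 2). Without 0 h p.r. replicate 1 the median of the list was 0.089.

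**Figure D3:**
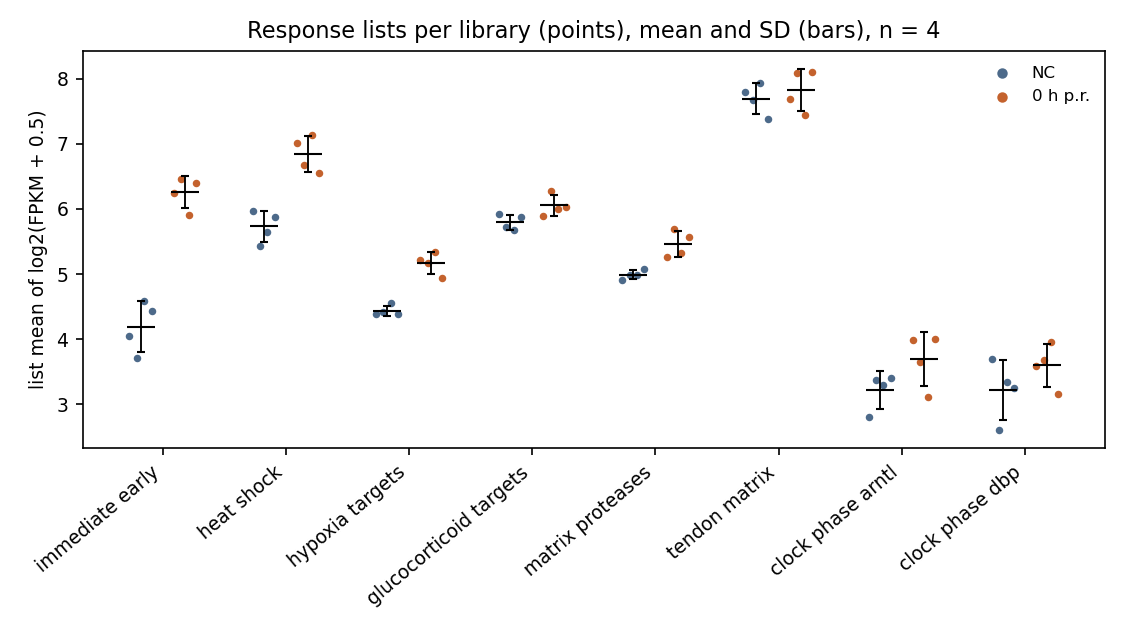
The mean of log2(FPKM + 0.5) over each list is shown per library (points) with the mean and SD of 4 libraries (bars). The immediate-early, heat shock, hypoxia and protease lists are apart between NC and 0 h p.r., and the tendon matrix and clock lists overlap.

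Because dissected tendon can carry neighbouring tissue, markers of other tissues were compared next by the exact permutation test of list means. Of 9 lists, 3 reached the smallest p of 0.0286 (adjusted p 0.0667). Adipocyte markers fell by 1.64 on the log2 scale in 0 h p.r. (7.32 ± 0.578 in NC and 5.67 ± 0.593 in 0 h p.r., SD, n = 4, camera adjusted p 1.75e-09), and all 12 members were lower. After Cidec and Lep, Retn fell most (log2 fold change -2.14, limma adjusted p 0.0117). Bone markers rose by 1.52 (2.34 ± 0.580 to 3.86 ± 0.542, camera adjusted p 2.54e-05) and cartilage markers by 1.72 (3.09 ± 1.18 to 4.81 ± 0.761, camera adjusted p 0.00506). No member of either list passed both thresholds. The bone list is led by Bglap, Ibsp (log2 fold change 1.84) and Dmp1 (1.79), and the cartilage list by Col2a1 (2.75), Col10a1 (2.39) and Acan. Of the bone list, 2 members are also genes named in the main text of the study, as is 1 of the cartilage list. The study's supplementary table of enriched processes, made from these same libraries, also lists Ibsp, Dmp1 and Col2a1. From other preset lists it includes Lep, Retn, Nr4a1, Nr4a3 and Fosb. Changes of these genes are therefore not independent of the study's results. Under fry the cartilage list did not pass (adjusted p 0.123). With the median of a list in place of its mean, 1 of the 9 lists reached p under 0.05, that of adipocytes. The groups were apart for the 3 lists with all 8 libraries, so leaving out a single library could not make them overlap. The differences then ran from -1.89 to -1.37 for adipocyte, 1.27 to 1.79 for bone and 1.18 to 2.02 for cartilage markers. In 6 of these 8 comparisons only 1 of the 3 lists kept an exact permutation p under 0.05. With groups of 3 and 4, some assignments of the opposite sign gave a difference as large. In the direction seen only the real one of the 35 did so, which also follows from the separation. Dmp1 passed in limma without NC replicate 4 (adjusted p 0.00966).

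Skeletal muscle markers did not differ between the groups (difference 0.44, exact permutation p 0.714), while their mean spanned a 31.0-fold range within 0 h p.r. and a 2.75-fold range within NC. The list mean was 11.1 in 0 h p.r. replicate 1 and 6.19 in replicate 4. Without 0 h p.r. replicate 1 the difference was -0.31, and without 0 h p.r. replicate 4 the list passed in camera (median 1.76, adjusted p 0.00111), where it did not with all libraries (0.458). The fast-muscle genes Actn3 and Myh1 reached 1774 and 1129 FPKM in 0 h p.r. replicate 1, and Myh7, of slow muscle, was at 0.514 FPKM in replicate 3 against 61.1 to 329 in NC. Erythroid (difference -0.41, exact permutation p 0.400), neutrophil (-0.11, 0.743), macrophage (-0.18, 0.60), endothelial (-0.02, 0.886) and Schwann cell markers (0.01, 1.0) did not differ in their list means either. Of the neutrophil list only 2 genes were tested, and they moved in opposite directions, Mpo down (log2 fold change -1.45, limma adjusted p 0.0146) and S100a9 up (1.23, adjusted p 0.0192). Both passed both thresholds with groups that did not overlap, although S100a9 had 1 to 7 recovered reads per NC library. In the 8 fits that each left out a library, the call of Mpo was lost in 2 (up to 0.0513 without 0 h p.r. replicate 3). That of S100a9 was lost in 4 (up to 0.0713 without 0 h p.r. replicate 2). S100a9 also fell under a fold of 2 with a pseudocount of 1 (log2 fold change 0.88). With the replicate number as a block its limma adjusted p was 0.0516. In camera none of these 5 lists passed (adjusted p 0.316, 0.943, 0.472, 0.875 and 0.943), although the erythroid list did without NC replicate 3 (0.0272).

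**Figure D4:**
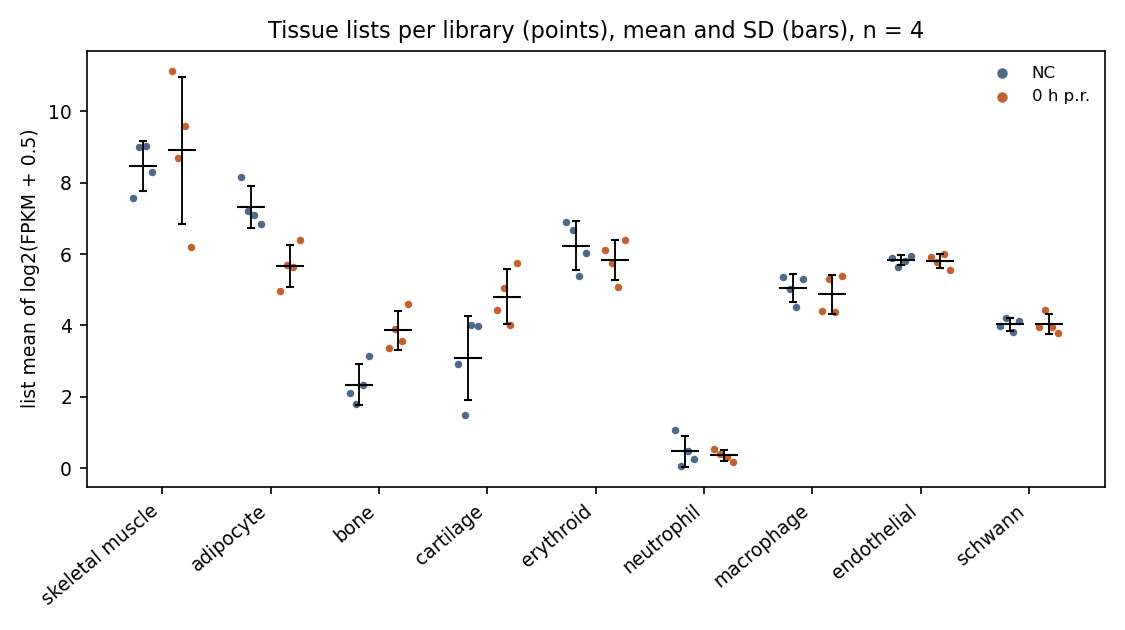
The mean of log2(FPKM + 0.5) over each marker list is shown per library (points) with the mean and SD of 4 libraries (bars). Adipocyte markers are lower and bone and cartilage markers higher in 0 h p.r., and muscle markers range from 6.19 to 11.1 within 0 h p.r.

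The methods of the study state that its control rats were killed together with the rats rested after running, so the time of day was compared through clock genes. The mean of the Arntl-phase list less that of the Dbp-phase list was -0.00 ± 0.686 in NC and 0.09 ± 0.716 in 0 h p.r. (SD, n = 4), and the difference of 0.09 was within the spread (exact permutation p 0.80). It turned to -0.20 without NC replicate 1 and to -0.16 without 0 h p.r. replicate 4. The Arntl-phase list rose by a median of 0.40 (camera adjusted p 0.0436) but its mean did not pass the exact permutation test (p 0.143), and the Dbp-phase list passed neither (camera adjusted p 0.191, exact permutation p 0.286). The Arntl-phase list no longer passed in camera in 4 of the 8 fits that left out a library (adjusted p up to 0.131 without 0 h p.r. replicate 4), and the Dbp-phase list passed without NC replicate 1 (0.0258). Nfil3 (log2 fold change 1.11), Ciart (2.28) and Bhlhe41 (1.01) were higher in 0 h p.r. past both thresholds in limma (adjusted p 0.00811, 0.0415 and 0.0229), in 4 of 4 libraries. In the 8 fits that each left out a library, the call of Ciart was lost in 7 (adjusted p up to 0.119 without 0 h p.r. replicate 2) and that of Bhlhe41 in 6 (up to 0.0681 without 0 h p.r. replicate 3). Bhlhe41 also fell under a fold of 2 with a pseudocount of 1 (log2 fold change 0.95), quantile normalization (0.99) and array weights (0.97).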

Values the study reported

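The study reported 358 protein-coding genes that were higher and 281 that were lower after running. For Il6 it gave a fold change of 212.56. For Mmp13 it gave a fold change of 3.66 with an adjusted P value of 0.15. By qRT-PCR the study also reported that Mmp13 transcription was up-regulated at 0 h p.r.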

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

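Ndufa1 was chosen after its values were seen, while its test was set before the result of that test was seen, so none of the tests in this part was chosen only after its result. Of 202 groups of 4 values examined (named genes, list means, depth and mitochondrial share), 11 had a library whose gap to the nearest of the others took nearly the whole range of the group. Chance gives 10.1, so the number as a whole is what chance gives.

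In 0 h p.r., Timp1 was at 109.9 FPKM in replicate 1 against 202 to 215 in the others, Il6 at 10.4 in replicate 4 against 35.1 to 42.8, Mc2r at 1.44 in replicate 1 against 3.23 to 3.33, Cdkn1a at 75.5 in replicate 3 against 129 to 134, and Cry1 at 7.38 in replicate 2 against 10.7 to 11.4. In NC, Cxcl2 was at 0.315 FPKM in replicate 1 and listed at 0 in the others, Bglap at 2.21 in replicate 4 against at most 0.140, and S100a9 at 0.746 in replicate 1 against 0.191 to 0.258. The last 3 rest on 6, 16 and 7 recovered reads, so counting error alone limits them. The mean of the hypoxia list was 4.56 in NC replicate 3 against 4.39 to 4.42, and that of the Arntl-phase clock list was 2.80 in NC replicate 1 against 3.30 to 3.41. For these values no technical or biological explanation was tested, and a difference between animals stays open.

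Ndufa1, which encodes a subunit of respiratory complex I, was at 110.0 FPKM in 0 h p.r. replicate 2 and at 2.82, 1.47 and 2.34 in the other 3 libraries of the group, while NC ranged from 39.9 to 152. If complex I genes were lower in these 3 libraries, the other Nduf genes would be lower in them too. The median log2 difference of 45 other Nduf genes was 0.11, which argues against that explanation. The gene had 4 to 9 recovered reads in the low libraries and 425 in replicate 2. A sequence variant carried by some of the animals, or reads assigned to a related sequence, stays open and was not tested, and running stays open as well. The gene did not pass in limma (log2 fold change -3.84, adjusted p 0.0882), and it passed without 0 h p.r. replicate 2 (-5.18, adjusted p 0.00331).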

How the results depend on the processing

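The count of genes past both thresholds was within 1.5 times 374 under either other pseudocount, without the filter, with a mean FPKM of at least 2, under quantile or median-ratio scaling, with array weights, with protein-coding genes only, and under voom on the recovered reads (417 genes, an alternative chosen after seeing the data). These counts ran from 322 to 505. With array weights 217 genes were lower, and the cause was not tested. The adjusted p alone gave 793 genes, 484 higher and 309 lower, and the test against a fold of 1.5 gave 60 genes, 55 higher and 5 lower. Both follow from their construction. Across the 8 fits that each left out one library, the count ran from 195 to 516 genes, with 157 to 307 higher and 38 to 209 lower. The fits of 7 libraries have fewer samples, but the fit without 0 h p.r. replicate 4 gave more genes than all 8 did, and the cause was not tested. The edgeR and DESeq2 alternatives were set for a table of counts, which this table is not, and were not run on the recovered reads either.

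With the replicate number as a block (a paired fit), 212 genes passed, 177 higher and 35 lower, of which 196 were among the 374. Libraries with the same number did not deviate together (correlations of -0.14, -0.07, 0.07 and 0.01), so they share only a number.

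The number of study-named genes past both thresholds ran from 9 to 12 under the other alternatives and from 8 to 14 when one library was left out. The number of lists past the threshold was 3 with an estimated correlation, which allows for members that vary together, 8 under fry, and 8 to 10 when one library was left out. The tissue lists at a permutation p under 0.05 numbered 1 with the list median, where the cause was not tested, and 1 to 3 when one library was left out. The latter follows from the two-sided count with unequal groups. The adipocyte, bone and cartilage lists were apart with all libraries, so they had to stay apart in these comparisons. The clock difference ran from -0.20 to 0.40 when one library was left out.

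Reversed results were these, and their cause was not tested. The median of the protease list was -0.042 under quantile normalization and -0.012 under array weights. Array weights also gave -0.013 for the study's list of other functions, 0.029 for glucocorticoid targets and 0.14 for Schwann cell markers. With list medians the difference was -0.20 for skeletal muscle, 0.12 for endothelium and -0.26 for Schwann cells. When one library was left out, the fold change ran from -0.021 to 0.97 for Npas2, -0.026 to 0.47 for Lyz2 and -0.66 to 0.031 for Tnmd. List medians ran from -0.087 to 0.21 for proteases, -0.24 to 0.090 for neutrophils, -0.33 to 0.055 for macrophages, -0.15 to 0.050 for Schwann cells, -0.11 to 0.26 for stained proteins, -0.13 to 0.089 for glucocorticoid targets, -0.075 to 0.20 for other functions, -0.032 to 0.28 for tendon matrix and -0.15 to 0.020 for endothelium. Differences of list means ran from -0.31 to 1.34 for skeletal muscle, -0.24 to 0.090 for neutrophils, -0.077 to 0.068 for endothelium and -0.13 to 0.084 for Schwann cells. Among 74 named genes, the other changes were 95 weaker and 9 stronger when a library was left out, and 31 weaker and 2 stronger otherwise.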

Other observations

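Tests on macrophages, muscle spread and clock genes, on unequal responses of fat markers, and the splits for higher, lower and study-named genes and for lists, were chosen after the results were seen. The others were set before.

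Of the 35 splits of the 8 libraries into 4 and 4, only 1, the real one, gave as many as 374 genes, and the other splits gave at most 1. The same was 1 of 35 for the 250 higher genes and 1 of 35 for the 124 lower genes. It was also 1 of 35 for the 12 study-named genes, which shows nothing further, because the study chose most of them on these libraries, which favours the real split. For the 9 lists in camera it was 11 of 35, so that count is within what other splits give, with up to 13 lists.

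Protein-coding genes past both thresholds numbered 235 higher and 120 lower. Both are lower than the values quoted from the study above.

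The rise of immediate-early genes may be a response of the tendon to running or handling, as a hypothesis, since running and handling are not separated by the design. Against a different tissue content or depth as its whole cause, the median log2 change with the muscle list as a covariate was 1.88. With the adipocyte list as a covariate it was 1.87 (median SE 0.53, with 16 of the 21 genes at an unadjusted limma p under 0.05), with the bone list 1.71 (median SE 0.42, with 12 of the 21), and with log2 depth 1.91, against 1.87 without. After a trend of change on gene length was taken out it was 1.89, but that trend was weak over the genes (rho 0.080). Its removal could therefore change little. With the adipocyte list or the bone list in the fit, 0 and 6 genes passed both thresholds, because these scores follow the groups (r of -0.85 and 0.84 across the 8 libraries), so these fits separate tissue content from the groups only in part. Time of day stays open.

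More macrophages in the tissue could bring cytokine transcripts. The macrophage list changed by -0.18 on the log2 scale (Lyz2 369 ± 127 FPKM in NC and 455 ± 213 in 0 h p.r., SD, n = 4). The largest changes in the list were falls, of Cd163 (15.2 ± 4.57 to 7.30 ± 3.64 FPKM, log2 fold change -1.09, limma adjusted p 0.0982, which ranged from 0.0373 without 0 h p.r. replicate 4 to 0.235 over the alternatives and was 0.0382 with array weights) and of Mrc1 (log2 fold change -0.61, limma adjusted p 0.282). The list's change is within the spread between libraries (exact permutation p 0.60), with 3 of the 9 members higher. The test had been set to count against this source if the list did not rise, but a difference within the spread excludes nothing, and more macrophages cannot be told apart from none. Neutrophils stay open as well, since only 2 of their markers were tested.

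The fall of adipocyte markers may reflect less fat in the dissected piece. Under a single factor for all members, the falls would be equal, and only 1 of 35 splits, the real one, had changes as unequal. That test had been set to count against the explanation, but the members also vary unequally within the groups, with slopes on the list mean from 0.36 to 1.86, so it excludes nothing. Members that varied more within the groups fell more between them (Spearman correlation -0.671 across 12 members, permutation p 0.0196), as less fat could give. That test shuffled the genes as if independent, which they are not (median pairwise correlation within groups 0.797). Its p therefore does not measure chance among animals. With log2 depth as a covariate the median change was -1.97, so depth does not explain the fall. Without the trend on gene length the median change was -1.68, against -1.69 before. That trend was weak over the genes (rho 0.080), so its removal could change little, and no conclusion is drawn on length. Less fat and a fall of expression within fat cells cannot be told apart, since the design has no measure of tissue content. The same holds for more bone in the piece (22 of 35 splits with changes as unequal) and more fibrocartilage (4 of 35), where unequal changes were no rarer than 5% of splits.

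The spread of muscle markers may reflect muscle carried along at dissection, since most members' deviations within the groups rose and fell together, with a median pairwise correlation of 0.960 over 13 genes. Myh7, of slow muscle, did not move with the others (median correlation 0.0469, against 0.921 or more for each of the other 12), so a single kind of muscle does not account for that gene. The median pairwise correlation was 0.880 for the macrophage list, 0.797 for the adipocyte list and 0.396 for 19 tendon matrix genes, so a high value is not particular to muscle. For the other 12 genes this is consistent with unequal carry-over of muscle among rats, with 0 h p.r. replicate 1 highest. No biological explanation was tested.

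NC replicate 2 had the highest mitochondrial share and the fewest reads. Its deviation from the other NC libraries followed gene length across genes (Spearman correlation -0.490), more closely than that of any other library from its own group (-0.0572 to 0.315), which is in line with a length bias such as partial loss of long transcripts. The genes are not independent. The methods of the study state that RNA integrity was checked against a minimum integrity number before the libraries were made. RNA quality per library was not analysed here, so loss of long transcripts stays open. Without this library 280 genes passed.

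A different time of day between the groups cannot be told apart from none, since the exact permutation p was 0.80 and the libraries of a group spread by an SD of 0.686 to 0.716. Within the groups the clock lists moved oppositely (Pearson's r -0.740, permutation p 0.0556, and Spearman's rho -0.810, permutation p 0.0174, over 8 libraries), and r was -0.418 without the 2 farthest libraries, so the relation rests on these. Animals of a group killed at different hours are a possible explanation, as a hypothesis.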
